A study of Homo sapiens with 39 samples.

How the data were processed

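The series holds 39 samples of human breast cancer cell lines with amplified ERBB2, the gene of the receptor HER2. Bulk RNA-seq was deposited for 32 libraries of 4 lines (BT474, HCC1419, EFM192A and SKBR3). Each line had 2 untreated libraries, 2 libraries after 14 days in lapatinib and 4 libraries after 14 days in tucatinib. Single-cell RNA-seq was deposited as 7 samples. BT474 and HCC1419 each had 1 library untreated, 1 after 6 h in lapatinib and 1 after 14 days in lapatinib. The remaining sample held 3 matrices of untreated EFM192A, SKBR3 and SUM225 cells. Groups were taken from the labels of each sample. Replicate numbers are names and give no order.

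The bulk files deposited by the authors hold unnormalised read counts per gene symbol, as whole numbers, with closing lines for reads given to no gene. The names of those closing lines are the ones HTSeq-count writes. The aligner, genome build, annotation and bulk library protocol were not stated in the labels, which repeat the single-cell protocol for the bulk samples. The share of reads given to no gene was 21.0 to 36.3% per library. The single-cell matrices deposited by the authors hold UMI counts (unique molecular identifiers, 1 per captured RNA molecule) per gene and cell, from droplet libraries that read the 3′ end of RNA. Only the cells kept by the authors were listed. The other deposited files, with names of genes and cells, hold no measurement and served only to label the matrices. Symbols were matched to GENCODE 29 on GRCh38 for gene class and position. Of 22441 symbols with at least 100 reads over the bulk libraries, 89.5% matched a single identifier, so positions and classes rest on the symbol and not on the authors' annotation.

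Bulk counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes passed edgeR's filterByExpr on the groups of the fit, libraries were scaled by TMM (trimmed mean of M values), and group means were compared by quasi-likelihood F-tests. Lapatinib was compared with untreated in a fit of the 16 untreated and lapatinib libraries. Tucatinib was compared with untreated and with lapatinib in a fit of all 32 libraries. The lapatinib libraries and the tucatinib libraries carry separate runs of sheet numbers in their titles, so the first fit left the tucatinib libraries out. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at a false discovery rate of 5%. The mean effect over 4 lines gave each line equal weight. A joint F-test asked whether the lapatinib response differed among lines, and a contrast of responses compared BT474 with HCC1419. All p-values are two-sided or from F-tests. Standard errors (SE) are those of the edgeR fit, and CPM values use total gene reads.

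Gene sets were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 3, and with fry beside it. The 9 sets held 310 genes. They cover S phase, G2/M phase, output of the MAPK pathway, genes linked to FOXO transcription factors, estrogen response, luminal genes, mesenchymal genes, interferon response and cholesterol synthesis. Adjustment covered the 36 tests of 9 sets in 4 lines. Set medians were computed with each gene that had a group at 0 reads set to its bound and with genes under 4 reads in both groups left out.

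Single-cell matrices were analysed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. For cycling shares and the persister score, cells with more than 20% mitochondrial UMIs or fewer than 3000 UMIs were left out, and each cell kept was thinned at random to 3000 UMIs. A cell was counted as cycling with at least 6 UMIs of the S and G2/M lists. Shares have exact Clopper-Pearson 95% intervals. The persister score of a cell is the percent of its UMIs in up to 100 genes that rose most in bulk lapatinib libraries of the same line, with a mean log2 CPM of at least 5 and without cell-cycle genes. Each group had 1 library, so no p-value was computed across cells. Genes were compared by the ratio of CPM summed over all deposited cells at full depth, with a pseudocount of 10 CPM for ranking. Set medians, correlations with bulk libraries and the comparison of lines used the same sums, with no filter on cells. No doublet caller was run, and doublets were handled by an alternative without the 5% of cells with the most UMIs in each library. Set medians in single cells were set against 10000 random lists of genes of similar abundance. For bulk libraries and for cells alike, intervals and floors cover counting error only.

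Named genes follow a rule. It takes 14 genes listed in advance, then the 3 genes with the largest rise and fall per line under lapatinib, then the 5 with the largest mean rise and fall in each drug contrast, then the 3 each way for BT474 against HCC1419, then the 3 each way per single-cell comparison. The ranked bulk genes had to be called, to have a mean log2 CPM of at least 3 and, for single lines, to have every treated library on the same side of every untreated library. For the mean effect a call in the same direction was required in each of the 4 lines. Single-cell genes needed 50 CPM in either library. Mitochondrial genes were passed over. One gene that the rule names in EFM192A is not reported here. A group with 0 reads was set to a floor of 3 reads in its shallowest library, and the fold is then a lower bound. Groups, comparisons, tests, gene sets, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives chosen after seeing the data were protein-coding genes only, a mitochondrial filter at 40%, no mitochondrial filter for the share of untreated cells, and a score without mitochondrial genes.

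Alternatives for bulk counts were DESeq2 1.42.0, RLE and upper-quartile scaling, no low-count filter, a filter of 5 CPM in at least 2 libraries, an added limit of 1 on the absolute log2 fold change, a replicate block, other sets of libraries in the fit, and leaving out each replicate. Further alternatives covered set tests, thinning depth, thresholds, score genes and cell filters. The tests were tested on simulated data in which 200 genes were changed either 2-fold or 4-fold. Far more genes were called in the real comparisons, and the difference in RNA kinds between tucatinib and other libraries was not simulated. The rates of false calls may therefore not carry over to the real data. The lapatinib test in BT474 called 91.0% of the changed genes, with 15 false calls among 197. For tucatinib in SKBR3, whose libraries had the fewest reads, 350 of 536 calls were false under TMM scaling, with a median error of -0.16 in log2 fold change. With RLE scaling 5 of 188 calls there were false. In the other 3 lines the tucatinib test made 8 to 11 false calls among 198 to 206. Some values for SKBR3 under tucatinib are therefore given with RLE scaling beside them, and the others rest on TMM scaling alone.

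The libraries of the groups compared were checked for duplicates, and no pair of the 32 pairs within groups was closer than counting error allows. Single-cell matrices were checked against bulk lines. For this check the mean over the bulk lines was subtracted for each gene with at least 20 CPM in a bulk line. The r values therefore compare what sets lines apart and do not measure the likeness of whole profiles. BT474, HCC1419, EFM192A and SKBR3 cells each correlated most with the bulk libraries of their own line, with r of 0.337 to 0.425 across genes. For these cells r with every other bulk line was negative. SUM225 has no bulk library, and its highest r was 0.0802. Figures were drawn with matplotlib 3.10.9.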

Results

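Gene expression was measured in cultures of 5 human breast cancer cell lines that carry amplified ERBB2. Lapatinib and tucatinib are small molecules that block the kinase of the HER2 receptor. Cells that remain alive and mostly stop dividing after 14 days of drug are known as drug-tolerant persisters. The series title and labels set the questions, namely how persisters differ from untreated cells, when after drug exposure that difference appears, and whether cells with persister expression exist before treatment. Bulk RNA-seq covered BT474, HCC1419, EFM192A and SKBR3, each with 2 untreated, 2 lapatinib and 4 tucatinib libraries. Single-cell RNA-seq covered BT474 and HCC1419 untreated, at 6 h and at 14 days of lapatinib, and untreated EFM192A, SKBR3 and SUM225.

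Bulk depth was counted as reads given to genes, in megareads (M). In BT474 the untreated libraries held 7.71 and 9.72 M reads and the lapatinib libraries 12.8 and 16.5 M. The 4 BT474 tucatinib libraries held 5.14, 7.24, 11.02 and 7.87 M. In HCC1419 the untreated libraries held 27.0 and 20.9 M reads and the lapatinib libraries 11.8 and 21.7 M. The HCC1419 tucatinib libraries held 79.6, 60.1, 88.7 and 81.5 M. In EFM192A the untreated libraries held 14.6 and 16.2 M reads and the lapatinib libraries 21.4 and 15.8 M. The EFM192A tucatinib libraries held 85.6, 82.1, 65.1 and 76.6 M. In SKBR3 the untreated libraries held 53.2 and 42.7 M reads and the lapatinib libraries 20.4 and 18.0 M. The SKBR3 tucatinib libraries held 1.76, 4.19, 2.98 and 5.83 M, the fewest of the series.

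The tucatinib libraries differed from all others in the kinds of RNA they held. Small structured RNA, such as RMRP, RPPH1 and RN7SK, took 6.42 to 12.2% of gene reads in the 8 untreated libraries and 7.70 to 17.01% in the 8 lapatinib libraries. In the 16 tucatinib libraries that share was 0.0196 to 0.0596%. Mitochondrial genes took 0.161 to 1.06% of reads in the untreated and lapatinib libraries and 2.85 to 12.9% in the tucatinib libraries. Histone genes took 0.863 to 1.33% in untreated, 0.191 to 0.363% in lapatinib and 0.0268 to 0.139% in tucatinib libraries. Among principal components of log expression, the fourth, with 14.1% of the variance, separated tucatinib from all other libraries. The library set and tucatinib treatment cannot be told apart, because no untreated library was in the tucatinib set and no batch holds both groups.

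**Figure D1:**
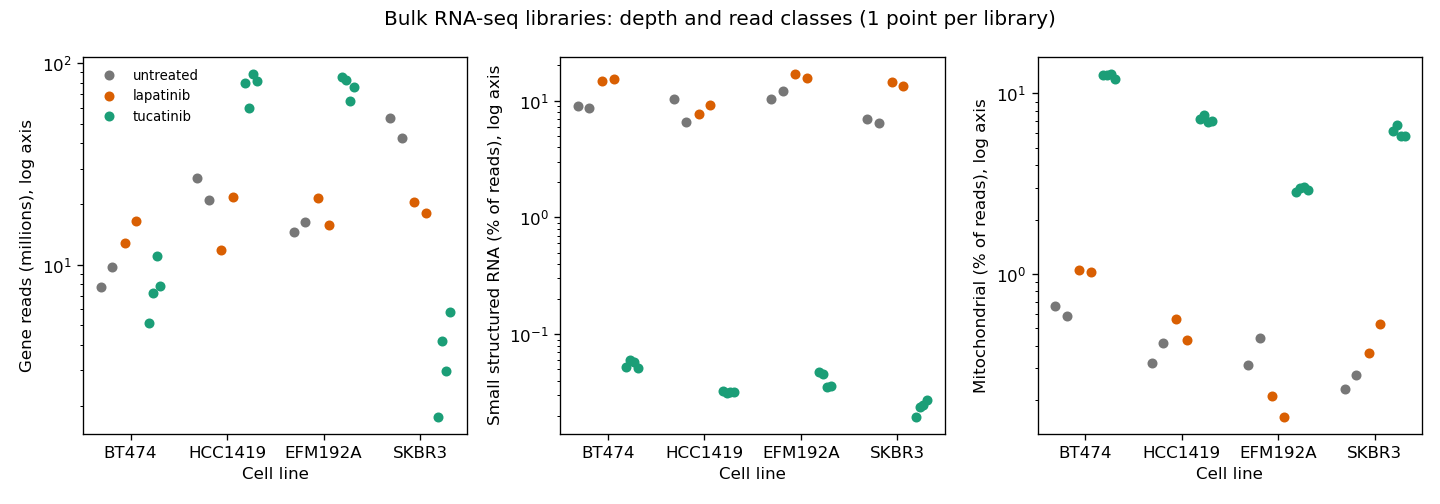
Gene reads in M, percent of small structured RNA and percent of mitochondrial reads (log vertical axes) for each of the 32 bulk libraries, by cell line (horizontal axis) and treatment (colour), with 1 point per library and no error bars. Tucatinib libraries hold at most 0.0596% small structured RNA, against at least 6.42% in every untreated or lapatinib library.

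Lapatinib persisters were compared with untreated cells in each line, with 2 libraries per group and 18960 genes tested by edgeR. In BT474 8096 genes were called, of which 4130 were higher and 3966 lower. In HCC1419 8242 were called, with 3958 higher and 4284 lower. In EFM192A 8252 were called, with 4439 higher and 3813 lower. In SKBR3 9882 were called, with 5301 higher and 4581 lower. The alternative that moved these counts most was the added limit of 1 on the absolute log2 fold change, which left 3179, 2892, 3301 and 4323 genes in BT474, HCC1419, EFM192A and SKBR3. For the mean effect over the 4 lines, 10634 genes were called, of which 5615 were higher. In all 4 lines at once, 964 genes were called higher and 1263 lower, while 2443 genes were called higher in at least 1 line and lower in at least another.

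Of the 14 genes listed in advance, 11 were called in BT474, 8 in HCC1419, 9 in EFM192A and 9 in SKBR3. Adjusted over the list alone, the numbers were 11, 8, 9 and 10. MKI67, a marker of dividing cells, was lower in all 4 lines. Its log2 fold change was -1.90 ± 0.20 (SE, n = 2 against 2) in BT474 with adjusted p = 1.34e-07 from edgeR, -4.02 in HCC1419, -2.95 in EFM192A and -2.68 in SKBR3. Its mean level in HCC1419 was 194 ± 30.2 CPM (SD, n = 2) untreated and 11.9 ± 1.01 CPM (SD, n = 2) under lapatinib. ERBB2 was called in none of the 4 lines, and its mean change was 0.01 ± 0.04 (SE) with adjusted p = 0.961 from edgeR. ERBB3 rose by 1.17 in BT474, 1.26 in HCC1419 and 0.95 in SKBR3 and was not called in EFM192A (0.05, adjusted p = 0.649 from edgeR). INPP4B, which encodes a phosphatase of the PI3K pathway, was higher in all 4 lines, by 1.57 in BT474, 0.78 in HCC1419, 0.74 in EFM192A and 4.06 in SKBR3. For each MKI67 and INPP4B value, every lapatinib library lay on the same side of every untreated library of its line.

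The estrogen receptor gene ESR1 rose by 0.80 in BT474, 1.72 in HCC1419 and 2.99 in SKBR3, and fell by 0.90 in EFM192A. GREB1, an estrogen-responsive gene, rose by 0.93 in BT474 and 0.84 in HCC1419, and fell by 2.39 in EFM192A and by 1.26 in SKBR3. The progesterone receptor gene PGR rose by 2.69 in BT474, from 493 ± 54.0 to 3188 ± 483 CPM (SD, n = 2 each), and fell by 1.34 in EFM192A. SGK3 rose by 2.56 in HCC1419 and from 8.94 ± 0.532 to 25.3 ± 1.63 CPM (SD, n = 2 each) in BT474. SGK1 rose by 1.11 in BT474, 1.16 in EFM192A and 1.27 in SKBR3. DUSP6, a readout of MAPK signalling, fell by 0.82 in BT474, by 3.24 in HCC1419 and by 3.99 in EFM192A. It was not called in SKBR3 (0.22), where its untreated level was only 0.396 CPM. EGFR rose by 2.17 in SKBR3, from 174 ± 11.97 to 784 ± 72.3 CPM (SD, n = 2 each), and was not called in the other 3 lines. CCND1 rose by 0.29 in BT474 and 0.26 in EFM192A and fell by 0.56 in SKBR3. KRT18 fell by 0.40 in HCC1419 and by 0.25 in SKBR3. Some of these calls were lost with 1 library left out. SGK1 in BT474 was then 0.88 and CCND1 0.26 without BT474 untreated replicate 1, and CCND1 in EFM192A 0.16 without EFM192A untreated replicate 2. KRT18 was -0.23 in HCC1419 without HCC1419 untreated replicate 1 and -0.19 in SKBR3 without SKBR3 lapatinib replicate 2, while it was -0.37 there without lapatinib replicate 1. EGFR in EFM192A, with 16 reads untreated and 8 under lapatinib, was called at -1.99 without EFM192A untreated replicate 2. VIM fell by 0.60 in BT474 and had 0 reads in both groups of HCC1419. In EFM192A VIM had 2 reads untreated and 37 under lapatinib, a ratio of 15.3 with a counting interval of 3.95 to 131.

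**Figure D2:**
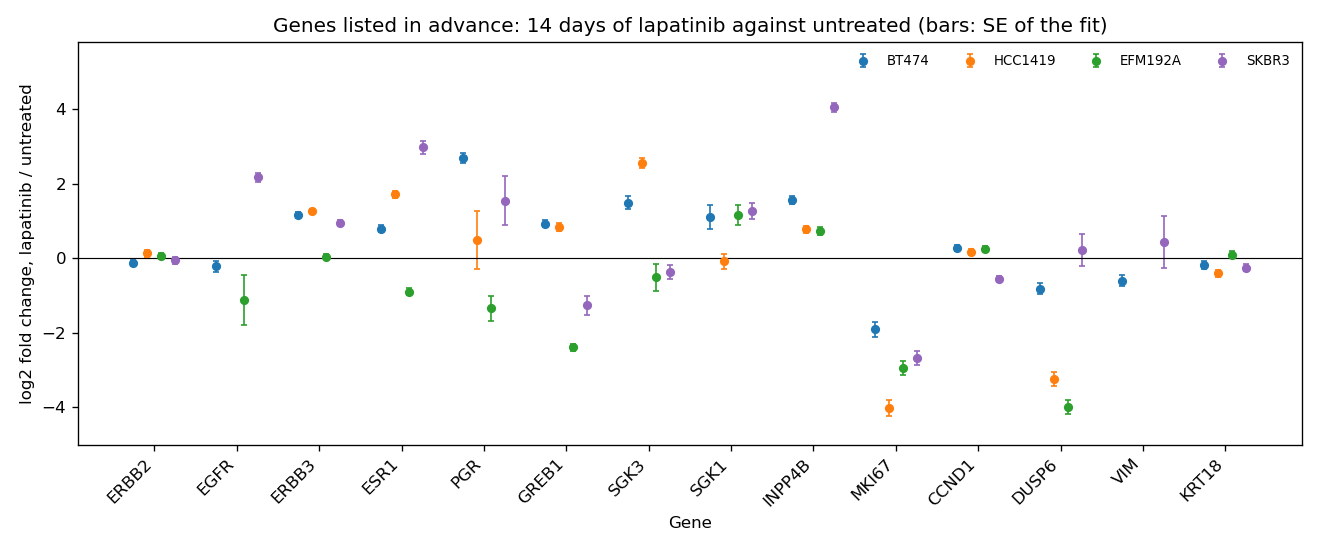
Log2 fold change of lapatinib against untreated (vertical axis) for the 14 genes listed in advance (horizontal axis) in 4 lines (colour), where points are edgeR estimates and bars the SE of the fit, with n = 2 libraries per group. Genes with 3 or fewer reads in either group of a line are not drawn, MKI67 lies below 0 in all 4 lines, and the ERBB2 points lie between -0.11 and 0.13.

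By symbol, these genes map to GRCh38 in GENCODE 29 as protein-coding genes. ERBB2 (ENSG00000141736) spans 39687914 to 39730426 on chromosome 17, EGFR (ENSG00000146648) 55019021 to 55211628 on chromosome 7 and ERBB3 (ENSG00000065361) 56076799 to 56103505 on chromosome 12. ESR1 (ENSG00000091831) spans 151656691 to 152129619 on chromosome 6, PGR (ENSG00000082175) 101029624 to 101130524 on chromosome 11 and GREB1 (ENSG00000196208) 11482341 to 11642788 on chromosome 2. SGK3 (ENSG00000104205) spans 66667596 to 66862022 on chromosome 8, SGK1 (ENSG00000118515) 134169246 to 134318112 on chromosome 6 and INPP4B (ENSG00000109452) 142023160 to 142847432 on chromosome 4. MKI67 (ENSG00000148773) spans 128096659 to 128126385 on chromosome 10, CCND1 (ENSG00000110092) 69641087 to 69654474 on chromosome 11 and DUSP6 (ENSG00000139318) 89347232 to 89353271 on chromosome 12. VIM (ENSG00000026025) spans 17228259 to 17237593 on chromosome 10 and KRT18 (ENSG00000111057) 52948871 to 52952901 on chromosome 12.

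The genes with the largest lapatinib changes differed from line to line. In BT474 PSG4 (chromosome 19, 43192702 to 43207299) rose by 7.09 ± 0.25 (SE, n = 2 against 2). ALPP had 3 reads untreated and 1554 under lapatinib, a ratio of 308 with a counting interval of 105.04 to 1493. CYP1A2 had 3 and 636 reads, a ratio of 126 with an interval of 42.9 to 612. The largest falls in BT474 were KCNMA1 at -4.67, PNMT at -3.99 and GUCY1A2 at -3.91. In HCC1419 the largest rises were C10orf10 at 4.56, PTPRH at 4.16 and CNTD2 at 4.03, and the largest falls PNMT at -5.05, E2F8 at -4.98 and MYBL2 at -4.88. In EFM192A LBH rose by 8.35 (5 reads untreated) and ACTA2 by 7.39, while SCD (chromosome 10, 100347124 to 100364834) was lower at -7.13, C1orf64 at -5.63 and SPRY4 at -5.60. SCD in EFM192A went from 2491 ± 50.3 to 17.7 ± 0.56 CPM (SD, n = 2 each). In SKBR3 TNFSF10 (chromosome 3, 172505508 to 172523507) rose by 7.93, KRT20 by 7.36 and KAL1 by 6.66, and the largest falls were MYBL2 at -4.33, PLK1 at -4.31 and SPC25 at -4.16.

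Among genes called the same way in all 4 lines, C10orf10 (chromosome 10, 44970981 to 44978810) had a mean rise of 4.96 ± 0.09 (SE), with 4.56 to 5.21 over the lines. TGFB2 had a mean rise of 4.69, CYP1A1 of 3.74 and IGFBP3 of 3.58. TIMP3 had 0 reads in untreated BT474 and 277 under lapatinib, which is at least 24.1-fold higher against 3 reads in the shallowest untreated library. In the other 3 lines TIMP3 rose by 1.49 to 5.99. The largest mean falls were MYBL2 at -3.86, HIST1H2BM at -3.71, PLK1 at -3.67, SCD at -3.64 and RRM2 at -3.45. HIST1H2BM shares sequence with other histone genes, so its own count is uncertain.

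Whether the lapatinib response differed among lines was tested by a joint F-test, which called 10093 of 18960 genes. Of the 14 listed genes, 13 were called by it, and ERBB2 was not (adjusted p = 0.242 from edgeR). BT474 and HCC1419, the lines with single-cell data, differed in their response at 4397 genes, with 2384 higher in BT474. ABCC4 fell in BT474 and rose in HCC1419, a difference of -6.74 ± 0.37 (SE). CEACAM5 had 43 reads untreated and 1 under lapatinib in BT474 and rose by 1.43 in HCC1419. TIMP3 rose in both, and more in BT474. The other 3 genes ranked highest rest on very few reads. TNS4 had 0 and 18 reads in BT474, ALPP had 1 read in each HCC1419 group, and ACTG2 had 9 and 1 reads in BT474. The calls of TNS4 and ALPP were each lost with 1 library left out. For ACTG2 the difference was -5.67, and it became 0.60 without BT474 untreated replicate 2.

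Gene sets were tested to see which programmes changed. Of 36 combinations of 9 sets and 4 lines, camera called 25 under lapatinib, 9 up and 16 down. All 25 were also called in the same direction by fry, which called 31, and 21 combinations passed with an estimated correlation between genes. MAPK output in HCC1419 (adjusted p = 0.0603 from limma) and interferon response in SKBR3 (0.167) did not pass then. Estrogen response and luminal genes in EFM192A did not pass either (0.0612 and 0.107). Calls given for single sets are those of camera unless fry is named. S phase genes were lower in all 4 lines, with median log2 fold changes of -1.20 in BT474, -2.32 in HCC1419, -2.15 in EFM192A and -1.99 in SKBR3. G2/M genes were lower with medians of -1.48, -3.30, -1.78 and -2.34 in the same order. FOXO-linked genes were higher with medians of 1.05, 0.88, 0.45 and 1.03, and cholesterol synthesis genes lower with -1.03, -0.32, -1.06 and -0.64. Estrogen response genes were higher in BT474 (0.68) and HCC1419 (0.50), lower in EFM192A (-0.64) and not called in SKBR3. Mesenchymal genes were higher in EFM192A (2.62) and SKBR3 (1.29), and interferon response genes were higher in SKBR3 (2.58). MAPK output genes were called lower in HCC1419 (-0.82) and EFM192A (-1.38) and not in BT474 (-0.49, adjusted p = 0.0504 from limma) or SKBR3 (-0.35). The BT474 set was called when any of 14 of the 16 libraries was left out (adjusted p from 0.0297 to 0.0685 over all 16), and by fry with 4.69e-07. Interferon response genes in EFM192A were called only without EFM192A lapatinib replicate 1 (adjusted p = 0.0112, up to 0.743 with others left out). Camera called luminal genes only in EFM192A, with a median of -0.22, and fry called them in BT474 also (adjusted p = 0.0347). Of genes in the S phase list, 42 were called lower in BT474, and 43 were called when adjusted over the list alone. Median, mean and test differed in sign in 2 of the 36 combinations, neither of them called by camera, namely luminal genes in BT474 and estrogen response genes in SKBR3.

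**Figure D3:**
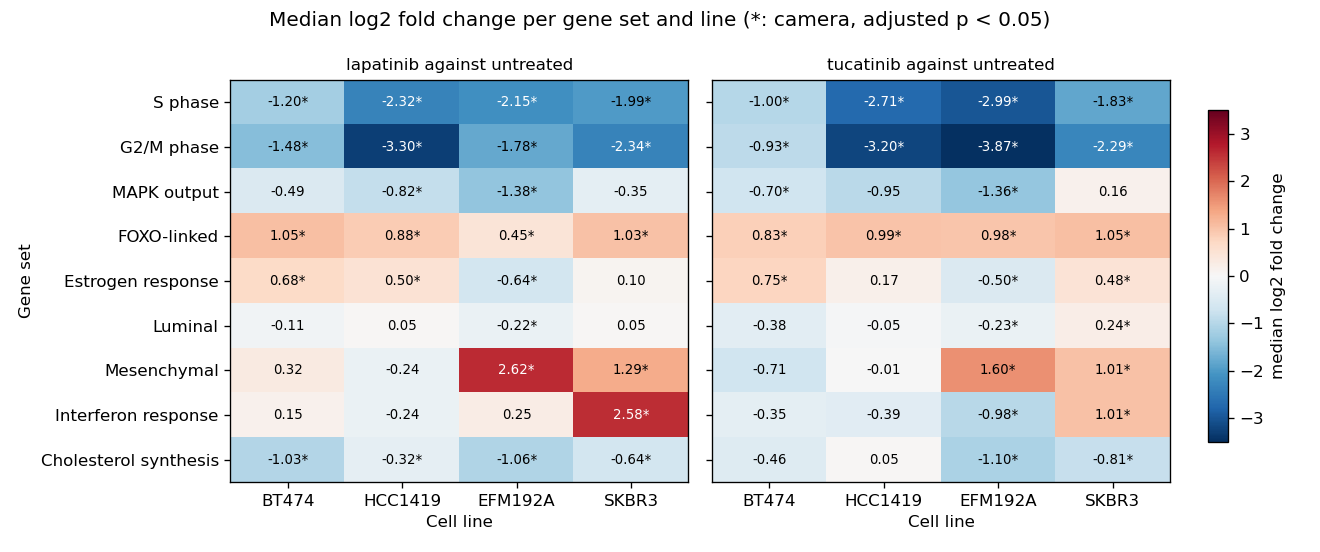
Median log2 fold change (colour and number in each cell) of 9 gene sets (vertical axis) in 4 lines (horizontal axis) for lapatinib and tucatinib against untreated, with genes that had a group at 0 reads set to their bound. Stars mark combinations called by camera, and S phase and G2/M medians are negative in all 8 columns.

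Tucatinib persisters were compared with the same untreated libraries, with 4 against 2 libraries and 20484 genes tested. The comparison carries the difference between library sets described above. Genes called numbered 11118 in BT474 (5140 higher), 13628 in HCC1419 (7086 higher), 13749 in EFM192A (7484 higher) and 11119 in SKBR3 (4470 higher). In SKBR3 40.2% of called genes were higher under TMM scaling, against 52.1% under RLE, 54.7% under upper-quartile scaling and 54.9% with DESeq2. RLE moved the median log2 fold change of all SKBR3 genes by 0.15. For the mean effect over 4 lines 13674 genes were called, 6644 of them higher. Of the 14 listed genes, 13 were called in BT474, 11 in HCC1419, 11 in EFM192A and 12 in SKBR3, with the same numbers when adjusted over the list alone.

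ERBB3 was higher in all 4 lines under tucatinib, by 0.83 in BT474, 1.00 in HCC1419, 0.89 in EFM192A and 0.41 in SKBR3, and RLE scaling gave 0.62 in SKBR3. MKI67 was lower by log2 fold changes of -3.20 in HCC1419, -4.46 in EFM192A and -1.77 in SKBR3, and was not called in BT474 (-0.15, adjusted p = 0.716 from edgeR). Without SKBR3 tucatinib replicate 4 the SKBR3 value was -2.94. ESR1 rose by 0.43 in BT474, 1.17 in HCC1419 and 1.53 in SKBR3, and fell by 1.45 in EFM192A. The SKBR3 level of ESR1 was only 2.23 CPM under tucatinib, against 145.9 in BT474 and 255 in HCC1419, and reads from those libraries at the median share seen for other genes would give 1.35 CPM. DUSP6 fell by 1.79 in BT474, by 1.47 in HCC1419 and by 2.53 in EFM192A, and rose by 2.20 in SKBR3. The SKBR3 level of DUSP6 was only 0.396 CPM untreated and 1.86 CPM under tucatinib, so that rise rests on few reads. ERBB2 fell by 0.47 in BT474 and by 0.16 in HCC1419, where it was not called without HCC1419 untreated replicate 1 (-0.12) and was -0.28 without untreated replicate 2. In SKBR3 ERBB2 was called with a change of -0.27 under TMM and not with -0.06 under RLE. CCND1 in SKBR3 was called at -0.16 under TMM and was 0.05 under RLE. PGR rose by 2.65 in BT474. PGR also rose by 5.53 in SKBR3, where its level reached 0.199% of that in BT474 tucatinib libraries, close to the median of 0.287% for genes that BT474 alone expresses.

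Camera called 25 of 36 combinations under tucatinib, 10 up and 15 down. All 25 held under fry. With an estimated correlation between genes camera called 0 of 36, with 12 at an unadjusted p under 0.05, and fry called 30. Cell-cycle sets were lower in all 4 lines, with G2/M medians of -0.93 in BT474, -3.20 in HCC1419, -3.87 in EFM192A and -2.29 in SKBR3. FOXO-linked genes were higher with 0.83, 0.99, 0.98 and 1.05 in that order. Interferon response genes were lower in EFM192A (-0.98) and higher in SKBR3 (1.01). Median, mean and test differed in sign in 4 combinations, none of them called by camera. The 5 largest mean falls over the lines were in RMRP, RPPH1, MIR3648, MIR3687 and HIST1H4C. RMRP was at 0 of 14764785 reads in SKBR3 tucatinib libraries, at least 2580-fold lower than untreated. RPPH1 changed by -14.92, and MIR3648, MIR3687 and HIST1H4C had 0 reads in tucatinib libraries of BT474 and SKBR3. Of the 5 largest mean rises, MTATP6P1 at 6.07, MTND2P28 at 5.79 and MTND4P12 at 5.26 are pseudogenes of mitochondrial genes, and CAV1 and MUC16 code for proteins. CAV1 was higher in all 4 lines, with 188 reads untreated and 126598 under tucatinib in EFM192A, and 0 and 124 in HCC1419. Whether the HCC1419 reads of CAV1 came from other libraries was not tested, so its rise in that line stays uncertain. MUC16 rested on 17 tucatinib reads in BT474 and 61 in HCC1419.

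Tucatinib and lapatinib persisters were compared directly to ask how alike the 2 drugs leave the cells. Genes called numbered 9746 in BT474, 11080 in HCC1419, 12361 in EFM192A and 9825 in SKBR3, and 12389 for the mean effect. In HCC1419 52.4% of called genes were higher, against 64.9% without a low-count filter and 41.7% with DESeq2. In SKBR3 35.6% were higher, against 50.01% in a fit of the libraries compared alone. The largest mean falls were RMRP, RPPH1 at -15.72, RN7SK at -13.95, MIR3648 and MIR3687, and the largest rises MTND4P12, MTATP6P1 at 6.16, MTND2P28 at 6.03, EGR1 at 5.49 and hsa-mir-6723 at 4.72. INPP4B was lower under tucatinib than under lapatinib in all 4 lines, at -1.11 in BT474, -0.87 in HCC1419, -1.64 in EFM192A and -1.32 in SKBR3. MKI67 was higher by 1.79 in BT474 and 0.94 in SKBR3 and lower at -1.495 in EFM192A. The SKBR3 value of MKI67 became -0.23 without SKBR3 tucatinib replicate 4, so that library decides its direction.

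Across genes, which are not independent replicates, the log2 fold changes of the drugs against untreated correlated with Pearson r of 0.574 in BT474, 0.560 in HCC1419, 0.570 in EFM192A and 0.409 in SKBR3. Spearman rho was 0.573, 0.563, 0.536 and 0.436. Both responses share the untreated libraries, and 20 simulations of groups without any change gave a mean r of 0.570, 0.494, 0.577 and 0.408. Only in HCC1419 did r exceed the highest simulated value of 0.514. Simulated rho had means of 0.496, 0.502, 0.572 and 0.259, and the observed rho exceeded the highest simulated one in BT474, HCC1419 and SKBR3 but not in EFM192A. The observed responses were wider than the simulated ones, with an SD over genes of 1.40 in BT474 under lapatinib against 0.58 simulated. The simulated responses held noise alone. An r or rho within their range therefore neither shows nor excludes a shared response. Without a shared control, which leaves 1 untreated library per response, r fell to 0.357 and 0.372 in BT474.

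Single-cell libraries were used to follow lapatinib over time. Deposited cells numbered 934, 1258 and 1129 in BT474 untreated, at 6 h and at 14 days, with median UMIs per cell of 40570, 33489 and 32884. The libraries held 39.5, 45.8 and 39.6 M UMIs. HCC1419 had 5636, 4935 and 4481 cells, with medians of 19922, 22666 and 19470 UMIs and totals of 122.6, 128.8 and 103.1 M. More than 20% mitochondrial UMIs were found in 564 BT474 cells at 6 h and 730 at 14 days, and in at most 135 cells of each HCC1419 library. For cycling shares and the persister score, cells used were 832, 694 and 399 in BT474 and 5501, 4843 and 4381 in HCC1419. Gene ratios, set medians and correlations summed all deposited cells, so BT474 values at 6 h and 14 days include the cells with more than 20% mitochondrial UMIs. Each group had 1 library without replicates, so differences between groups were not tested and intervals hold counting error alone.

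The share of cycling cells in BT474 was 51.3% untreated (95% interval 47.9 to 54.8), 40.8% at 6 h (37.1 to 44.5) and 17.3% at 14 days (13.7 to 21.4). In HCC1419 it was 57.4% untreated (56.0 to 58.7), 40.4% at 6 h (39.0 to 41.8) and 23.5% at 14 days (22.2 to 24.7). The alternative that moved these differences most was a lower threshold of 3 UMIs, under which the share in HCC1419 at 14 days changed by -17.5 points in place of -33.9. Untreated EFM192A, SKBR3 and SUM225 had 85.6% (84.4 to 86.7), 71.0% (69.4 to 72.5) and 83.0% (81.7 to 84.2) cycling cells among 3660, 3442 and 3520 cells.

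**Figure D4:**
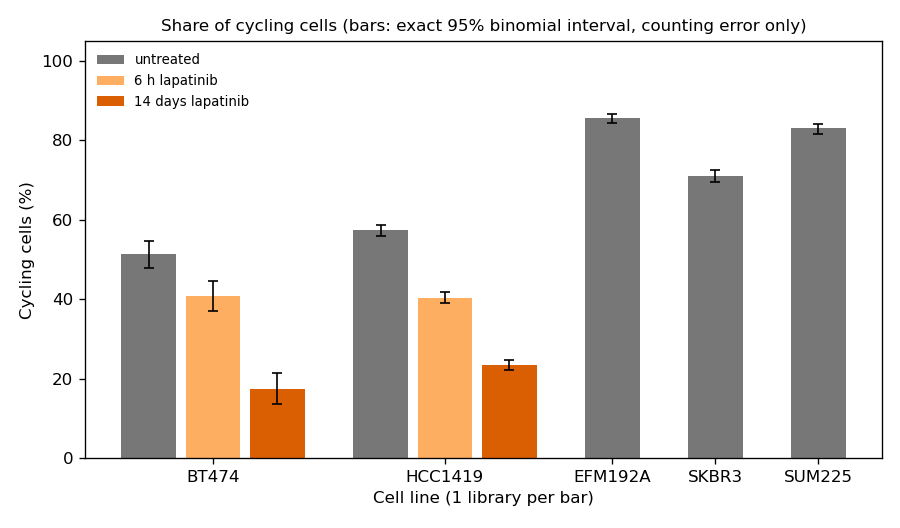
Percent of cells counted as cycling (vertical axis) in each single-cell library by line (horizontal axis) and time in lapatinib (colour), with bars starting at 0 and error bars of the exact 95% binomial interval for counting error. In BT474 and HCC1419 the share is lower at 6 h and lower again at 14 days, down to 17.3 and 23.5%.

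Genes with the largest change differed between time points. At 6 h in BT474 YPEL3 was 4.35-fold higher (4.14 to 4.58), KLHL24 4.73-fold and NPY1R 3.67-fold, while SRM reached 0.124 of its untreated level, LRRC26 0.200 and PHLDA2 0.123. At 14 days in BT474 CST1 was 43.4-fold higher (40.05 to 47.0), CITED4 102.2-fold and DSCAM-AS1 15.2-fold, while MDK reached 0.0908, MT2A 0.132 and DUSP4 0.133 of the untreated level. At 6 h in HCC1419 EEF2 was 2.92-fold higher, FBXO32 2.89-fold and TKT 2.77-fold, while TNFRSF12A reached 0.105, CCND1 0.263 and TRIB3 0.216. At 14 days in HCC1419 PSCA was 13.3-fold higher (13.2 to 13.4), SOCS2 13.6-fold and IGFBP5 9.45-fold, while MT1X reached 0.0695, MT2A 0.0946 and PNMT 0.0786. MT1X and MT2A share sequence with other metallothionein genes. CCND1 was at 0.310 of its untreated level in BT474 at 6 h and at 1.01 at 14 days, and in HCC1419 at 0.263 and 1.21. PGR in BT474 was 1.65-fold higher at 6 h and 5.25-fold at 14 days. ERBB3 was 2.20-fold and 1.75-fold higher in BT474 and 2.08-fold and 2.59-fold in HCC1419. SGK3 in HCC1419 was 1.45-fold higher at 6 h and 4.403-fold at 14 days. Single cells and bulk libraries differed in direction at 14 days for KRT18 in HCC1419, 1.53-fold higher in single cells, and for VIM in BT474, 1.72-fold higher in single cells.

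Medians of the gene sets lay outside the central 95% of random lists in 18 of 36 combinations of set, line and time, 8 above and 10 below. At 14 days the S phase, G2/M and cholesterol synthesis sets lay below and the FOXO-linked and estrogen response sets above in both lines. In HCC1419 at 14 days the MAPK output set also lay below, though not with genes of at least 20 CPM only, and the luminal set above. At 6 h in BT474 the S phase (-0.35) and MAPK output (-0.23) sets lay below and the FOXO-linked set (0.41) above. The G2/M set (-0.053) also lay above there, but not with genes of at least 20 CPM only. At 6 h in HCC1419 the MAPK output set had a median of -0.44 and lay below, and the FOXO-linked set had 0.39 and lay above. The S phase set (-0.19) lay inside, but outside under both alternatives run, and the G2/M, estrogen response and cholesterol synthesis sets lay inside. The single-cell ratio at 14 days correlated with the bulk lapatinib response across genes with Pearson r of 0.452 and Spearman rho of 0.619 in BT474, over 15547 genes, and with 0.469 and 0.585 in HCC1419, over 15594 genes. Among genes with at least 50 CPM in single cells r was 0.827 and 0.762.

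The persister score asked whether cells move towards the bulk persister profile. A 14-day cell exceeded an untreated cell with a probability of 0.912 in BT474 and 0.988 in HCC1419. A 6 h cell exceeded an untreated cell with a probability of 0.765 in BT474 and 0.642 in HCC1419. In BT474 80.7% of the score's UMIs in untreated cells came from the mitochondrial gene MT-CYB, and without mitochondrial genes the probabilities were 0.618 at 6 h and 0.963 at 14 days. Untreated cells above the 10th percentile of 14-day cells made up 29.6% in BT474 (246 of 832, interval 26.5 to 32.8), against a mean of 19.8% in simulated cells that differ only by counting noise. Without mitochondrial genes the share was 10.2% (8.24 to 12.5), against 1.81% simulated. In HCC1419 the share was 2.62% (144 of 5501, interval 2.21 to 3.07), against 0.00291% simulated. At the 25th percentile the shares were 3.73% in BT474 and 1.13% in HCC1419.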

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

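The tests of explanations in this part were chosen only after the result was seen, except the refit of the lapatinib libraries at equal depth. A library was singled out when the gap to its nearest neighbour took up more of the range of its group than the 95% critical value of Dixon's ratio, which was possible only in the groups of 4 tucatinib libraries. Of 50 combinations of gene and group, 7 stood out, where chance gives about 1 in 20, or 2.5, and of 20 library measures none did.

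Of these 7, 6 were outside SKBR3. PGR in BT474 tucatinib replicate 4 was at 3142 CPM. SGK1 in BT474 tucatinib replicate 2 was at 6.08 CPM. CCND1 in BT474 tucatinib replicate 4 was at 249 CPM. DUSP6 in BT474 tucatinib replicate 1 was at 10.9 CPM. KRT18 was at 548 CPM in HCC1419 tucatinib replicate 2 and at 1198 CPM in EFM192A tucatinib replicate 4. PGR and CCND1 stood apart in the same library, and BT474 tucatinib replicate 4 differed from its sisters over all genes. Chi-square per gene was 2.90, 4.45 and 4.46 between it and the other 3, and 1.33 to 1.80 among those. No technical or biological explanation was tested for the other 4 values. For that library a weaker response was measured below, and no other explanation. A weaker response would not give its low CCND1, because CCND1 fell under tucatinib in BT474. That change was -0.20 with the library and -0.14 without it.

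The remaining one was MKI67 in SKBR3 tucatinib replicate 4, at 184 CPM against 32.5, 38.9 and 36.5 CPM in the other 3. The difference was not confined to MKI67, since 96 of 98 cell-cycle genes were highest in replicate 4. The tables argue against a swap with an untreated or lapatinib library of the series, because small structured RNA took 0.0275% of its reads, within the tucatinib range. They also argue against reads carried over from the other tucatinib libraries, among which MKI67 reached at most 127 CPM. A culture that responded less to tucatinib, or had begun to cycle again, is a candidate explanation. Over 727 genes that rose under lapatinib and differed at least 2-fold between its sister libraries and untreated ones, replicate 4 lay a median of 28.6% of the way from its sister libraries to the untreated ones, and over 678 such genes that fell it lay 43.7% of the way. BT474 tucatinib replicate 4 lay 8.32 and 12.9% of the way over the genes of its own line, against -7.57 to 4.32% for its sisters, and what set it apart stays open. A different harvest time, a mixture with untreated cells and a mislabelled SKBR3 culture from outside the series were not tested and stay open.

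The lapatinib response differed between cell lines at 10093 genes by the joint F-test and at 4397 genes between BT474 and HCC1419. On simulated data the joint test called 170 of 200 changed genes, with 27 false calls among 197. Among the genes listed in advance the highest and lowest log2 fold change lay far apart for DUSP6 (4.21, SKBR3 against EFM192A) and PGR (4.03, BT474 against EFM192A). DUSP6 was at only 0.396 CPM in untreated SKBR3 libraries. The spread was 3.88 for ESR1 and 3.29 for EGFR, both between SKBR3 and EFM192A, the latter over 3 lines. It was 3.32 for GREB1 (BT474 against EFM192A), 3.31 for INPP4B (SKBR3 against EFM192A) and 3.07 for SGK3 (HCC1419 against EFM192A). MKI67 had a spread of 2.11 (BT474 against HCC1419), SGK1 of 1.34 (SKBR3 against HCC1419) and ERBB3 of 1.22 (HCC1419 against EFM192A). It was 1.05 for VIM over 2 lines (SKBR3 against BT474), 0.85 for CCND1 (BT474 against SKBR3) and 0.50 for KRT18 (EFM192A against HCC1419).

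Unequal depth as the whole cause of these line differences is argued against by the refit with all 16 libraries thinned to 7.71 M reads. It called 8213 of 16164 genes, of which 7926 were also called at full depth. Small structured RNA taking a different share of reads in each line is argued against by a fit on protein-coding genes without histone and mitochondrial genes, which called 9010 genes. Within each line untreated and lapatinib libraries share the line, so a difference between lines in handling, harvest or effective dose may still add to a difference in biology. Neither was tested, and which of them holds stays open.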

How the results depend on the processing

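The alternatives with protein-coding genes only, with a mitochondrial filter at 40%, with no mitochondrial filter for the share of untreated cells and with a score without mitochondrial genes were chosen only after the results were seen. The cause of a change was not tested, except where the text names it.

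Among counts, correlations and shares, 214 values under alternatives other than leaving out a replicate stayed within their limits (1.5 times the count, 1 SD, the counting interval, or 0.05 for score probabilities and correlations of bulk with single cells) and 62 moved. Under scaling, filters, DESeq2, the replicate block and other sets of libraries, lapatinib counts ranged from 6973 to 9332 in BT474, 7005 to 8813 in HCC1419, 6996 to 8814 in EFM192A and 8343 to 10499 in SKBR3. The mean effect ranged from 9048 to 11019 genes, the joint test from 8777 to 11178, and BT474 against HCC1419 from 3661 to 4519. Tucatinib against untreated in SKBR3 ranged from 8447 to 10974 genes, all below the 11119 reported. DESeq2 shared 6888 of the 8096 BT474 lapatinib calls and 9353 of the 11119 SKBR3 tucatinib calls. Where a scaling moved the median log2 fold change of all genes by over 0.1, this was in SKBR3. RLE moved it by 0.15 for tucatinib against untreated and by 0.13 against lapatinib. Upper-quartile scaling moved it by 0.16, by 0.10 against lapatinib and by 0.10 for lapatinib against untreated.

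An added limit of 1 on the absolute log2 fold change lowered counts by construction. For lapatinib it left 3179 genes in BT474, 2892 in HCC1419, 3301 in EFM192A, 4323 in SKBR3, 2509 for the mean effect and 1986 for BT474 against HCC1419. For tucatinib against untreated it left 5203, 6828, 7151, 5444 and 5230 in the order of the lines and the mean effect, and against lapatinib 3647, 4489, 5319, 4341 and 3674. Gene sets under tucatinib fell from 25 to 0 of 36 with an estimated correlation between genes in camera, with 12 at an unadjusted p under 0.05 and 30 by fry. RLE scaling and the replicate block kept all 25 sets under either drug, and the stricter filter kept 25 under lapatinib and 24 under tucatinib.

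The setting without a shared control removes the noise both responses share and leaves 1 untreated library per response. The correlation between the responses to the drugs was lower there in all 4 lines. It was then 0.357 and 0.372 in BT474, 0.374 and 0.357 in HCC1419, 0.432 and 0.375 in EFM192A and 0.346 and 0.338 in SKBR3. With protein-coding genes only it was 0.681, 0.658, 0.667 and 0.515 in that order. With a mean log2 CPM of at least 3 it was 0.491 in BT474 and 0.483 in SKBR3.

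Cycling fell in both lines at both times under every alternative run. The difference in BT474 at 6 h was -17.4 points with no mitochondrial filter and -17.5 with the filter at 40%. A threshold of 3 UMIs gave -6.75 points in BT474 at 6 h and -28.4 at 14 days. In HCC1419 the same threshold gave -10.5 at 6 h and -17.5 at 14 days. A threshold of 10 UMIs gave -25.1 in BT474 at 14 days and -11.8 in HCC1419 at 6 h, and the G2/M list alone gave -27.1 in HCC1419 at 14 days. The bulk and single-cell correlation was 0.588 in BT474 and 0.591 in HCC1419 with a pseudocount of 1 CPM, and 0.827 and 0.762 with at least 50 CPM.

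The probability that a 6 h BT474 cell scores above an untreated one was 0.520 with up to 50 genes, 0.532 with genes from the other line and 0.618 without mitochondrial genes. At 14 days it was 0.777 with genes from the other line and 0.963 without mitochondrial genes. In HCC1419 it was 0.5003 at 6 h with rising minus falling genes, and 0.585 at 6 h and 0.696 at 14 days with genes from the other line. The 6 h shift in score therefore depends on how the score is built. The share of untreated BT474 cells above the limit was 3.73% at the 25th percentile, 35.6% with up to 200 genes, 20.4% at 6000 UMIs and 17.7% with rising minus falling genes. It was 23.1% without the 5% of cells with the most UMIs, 6.64% with no mitochondrial filter and 10.2% without mitochondrial genes. In HCC1419 it was 1.13% at the 25th percentile, 4.999% with up to 50 genes, 2.18% with up to 200 genes and 1.29% with rising minus falling genes.

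Among the genes named, 2088 values under these alternatives kept direction and side of the threshold, 55 lost their call, 20 gained one and 8 reversed. CCND1 for tucatinib against untreated in SKBR3 went from -0.16 to 0.047 with RLE, 0.086 with upper-quartile scaling, 0.018 with only the libraries compared and 0.043 with DESeq2. ERBB2 in HCC1419 went from -0.16 to 0.027 without a low-count filter, and ERBB2 against lapatinib in SKBR3 from -0.18 to 0.014 with only the libraries compared. MKI67 against lapatinib in SKBR3 went from 0.94 to -0.24 with the replicate block. The replicate numbers do not pair the libraries, since deviations under the same number correlated at 0.08, -0.32, -0.27 and 0.37 in the lines. The mean lapatinib effect on GREB1 went from -0.47 to 0.17 without the EFM192A libraries, the line with the largest fall.

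With a replicate left out the lone library of a group is assumed to vary like the other groups. All counts stayed within 1.5 times, and 72.5 to 98.7% of calls remained. Lapatinib counts ranged from 6076 to 6739 in BT474, 6417 to 8417 in HCC1419, 6504 to 7536 in EFM192A and 8254 to 8805 in SKBR3. The correlation between the drugs ranged from 0.492 to 0.682 in BT474, 0.446 to 0.657 in HCC1419, 0.480 to 0.666 in EFM192A and 0.349 to 0.450 in SKBR3. Of values for named genes 1946 stayed, 60 lost their call, 8 gained one and 2 reversed. ACTG2 in BT474 against HCC1419, reported as -5.67, ranged from -8.34 to 0.60, the latter without BT474 untreated replicate 2. MKI67 against lapatinib in SKBR3 ranged from -0.23 without SKBR3 tucatinib replicate 4 to 1.17. Depth limits the SKBR3 tucatinib libraries most, with 1.76 to 5.83 M reads.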

Other observations

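The tests in this part were chosen only after the result was seen, except RLE scaling and leaving out the 5% of cells with the most UMIs, which were planned as alternatives. The first pattern is the small share of structured RNA and of replication-histone RNA in the tucatinib libraries. Selection of RNA by its poly(A) tail in the tucatinib libraries alone is a candidate explanation. Histone genes of DNA replication lack the tail, and the median log2 fold change of 52 such genes, tucatinib against lapatinib, was -6.15 in BT474, -3.36 in HCC1419, -3.26 in EFM192A and -5.28 in SKBR3. The median of 7 histone genes with a tail was 0.21, -0.22, -0.52 and -0.12, and the smallest gap over the lines was -2.73. An effect of tucatinib itself on these RNA classes cannot be told apart from library preparation, because no untreated library was in that set. Small structured RNA stood at no more than 0.0596% in the 16 libraries. All comparisons of tucatinib with untreated or lapatinib carry this limit.

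In SKBR3 fewer called genes were higher than lower under tucatinib. Bias of TMM in shallow libraries is a candidate explanation, since RLE scaling made 52.1% of called genes higher, and since simulated SKBR3 data carried a median error of -0.16 under TMM and -0.0072 under RLE.

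In SKBR3 tucatinib libraries 23 genes that BT474 expresses and SKBR3 lacks reached a median of 0.287% of their BT474 tucatinib level, with 0.0737 to 0.795% as the 10th to 90th percentile over genes. Summed over the genes the level was 0.452, 0.200, 0.292 and 0.163%, at depths of 1.76, 4.19, 2.98 and 5.83 M reads. Genes of HCC1419 reached 0.669, 0.404, 0.656 and 0.291% in the same libraries. In HCC1419, with 60.1 to 88.7 M reads, BT474 genes reached a median of 0.00274% per gene and summed levels of 0.101 to 0.149%, and in EFM192A a median of 0.0174%. Reads from other libraries counted in the shallow ones may be the cause. At the median percent of BT474 and HCC1419 genes, such reads would add 10.1 CPM to PGR, 3.89 to GREB1 and 1.35 to ESR1. Their rises in SKBR3 under tucatinib were 6.88, 2.57 and 1.64 CPM, so these may be such reads in large part. BT474 cells in the cultures stay open, since the ratio of 2.78 between the highest and lowest library is one that a mixture allows.

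To see whether the drugs act alike within a line, responses of 10434 genes with a mean log2 CPM of at least 3 were compared within and between lines, with untreated replicate 1 for lapatinib and replicate 2 for tucatinib. The tucatinib response correlated with the lapatinib response of the same line with Pearson r of 0.433 in BT474, 0.573 in HCC1419, 0.569 in EFM192A and 0.481 in SKBR3. The highest r with the lapatinib response of another line was 0.360, 0.323, 0.451 and 0.320. With the mean of the other 3 lines taken from each response, r within a line was at least 0.472 without a shared untreated library. Shared untreated libraries as the whole cause are argued against by these values. A response that depends on the line and not on the drug is a hypothesis that may account for this.

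The mean effects were set against other splits of the libraries within lines. For lapatinib against untreated, 1 of the 100 splits gave as many genes, which was the real one, and the next most was 8219. For tucatinib against untreated, 1 of the 30 splits gave as many, and the next most was 624. For tucatinib against lapatinib, 1 of the 30 splits gave as many, and the next most was 955. In the tucatinib comparisons the library set follows the real split, so the splits do not part drug from preparation.

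The large share of untreated BT474 cells above the 10th percentile of 14-day cells may come in good part from MT-CYB, since it fell to 10.2% with a score without mitochondrial genes. Without those genes the variance of the score in untreated BT474 cells was 3.14 times its counting variance, at the 99.4th percentile of random gene lists. With the 5 most abundant genes left out too, the variance was 1.56 times its counting variance. Whether cells that do not cycle score higher in BT474 stays open. Such a cell exceeded a cycling one with a probability of 0.510, within the 0.283 to 0.548 of random lists. Without the 5 most abundant genes it was 0.491, above the 0.368 to 0.481 of random lists. The share above the limit was 9.63% among non-cycling and 10.8% among cycling cells.

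In untreated HCC1419 cells the variance of the score was 4.33 times its counting variance, against 1.10 to 1.52 for random lists of similar abundance. This argues against a spread that any list would show. Without the 5 most abundant genes the ratio fell to 1.31, against 1.06 to 1.19 for random lists. A few abundant genes may thus account for much of the spread, but are argued against as the whole cause. The shares of non-cycling and cycling cells above the limit were not computed without these 5 genes. Doublets are argued against, since 2.49% of cells stayed above the limit without the 5% of cells with the most UMIs. Damaged cells are argued against by a Spearman correlation of -0.0117 between score and mitochondrial share. Non-cycling cells scored above cycling ones with a probability of 0.565, against 0.371 to 0.506 for random lists, and 3.84% of them lay above the limit against 1.71% of cycling cells. Cells that have left the cycle before treatment may thus hold part of the persister expression in HCC1419, as a hypothesis. RNA from other cells in the droplets was not tested and stays open.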
